# Robust Three-Dimensional (3D) Expansion of Bovine Intestinal Organoids: An In Vitro Model as a Potential Alternative to an In Vivo System

**DOI:** 10.3390/ani11072115

**Published:** 2021-07-16

**Authors:** Bo-Ram Lee, Hyeon Yang, Sang-In Lee, Inamul Haq, Sun-A Ock, Hayeon Wi, Hwi-Cheul Lee, Poongyeon Lee, Jae-Gyu Yoo

**Keywords:** bovine, intestinal stem cells, organoid, characterisation, gene expression

## Abstract

**Simple Summary:**

The ability to recapitulate stem cells’ self-organising potential, creating three-dimensional (3D) structures of stem cells, has revolutionised various fields. Recently, in vitro 3D organoid systems are now used as alternative research tools because they serve the same purpose as in vivo systems. In the present study, we developed bovine intestinal organoids based on a 3D culture system and evaluated their characteristics. These bovine intestinal organoids, used in an in vitro model as a potential alternative to an in vivo system, hold great promise for further potential use in determining disease-modelling-based host–pathogen interactions and nutritional research for feed efficiency measurements.

**Abstract:**

Intestinal organoids offer great promise for disease-modelling-based host–pathogen interactions and nutritional research for feed efficiency measurement in livestock and regenerative medicine for therapeutic purposes. However, very limited studies are available on the functional characterisation and three-dimensional (3D) expansion of adult stem cells in livestock species compared to other species. Intestinal crypts derived from intestinal organoids under a 3D culture system from the small intestine in adult bovine were successfully established and characterised for functionality testing, including the cellular potentials and genetic properties based on immunohistochemistry, immunocytochemistry, epithelial barrier permeability assay, QuantSeq 3′ mRNA-Seq. data and quantitative reverse transcription-polymerase chain reaction. Intestinal organoids were long-term cultivated over several passages of culture without loss of the recapitulating capacity of crypts, and they had the specific expression of several specific markers involved in intestinal stem cells, intestinal epithelium, and nutrient absorption. In addition, they showed the key functionality with regard to a high permeability for compounds of up to FITC-dextran 4 kDa, while FITC-dextran 40 kDa failed to enter the organoid lumen and revealed that the genetic properties of bovine intestinal organoids were highly similar to those of in vivo. Collectively, these results provide a reliable method for efficient isolation of intestinal crypts from the small intestine and robust 3D expansion of intestinal organoids in adult bovine and demonstrate the in vitro 3D organoids mimics the in vivo tissue topology and functionality. Finally, intestinal organoids are potential alternatives to in vivo systems and will be facilitated as the practical model to replace animal experiments for various purposes in the fields of animal biotechnology.

## 1. Introduction

The ability to recapitulate stem cells’ self-organising potential, creating three-dimensional (3D) structures of stem cells, has revolutionised various fields in regenerative medicine and the fundamental study of biological processes such as growth and differentiation [1,2]. In particular, these organoid-based systems hold great promise for further potential use in determining disease-modelling-based host–pathogen interactions and nutritional research for feed efficiency measurements to improve productivity in the fields of animal biotechnology [2,3,4,5,6,7,8]. Recently, significant efforts have been made to establish a physiologically relevant in vitro system based on 3D organoids, including the small intestine and liver, in animals for practical applications, resulting in the reduction and replacement of animal experiments [9,10,11,12,13,14]. However, very limited studies are available on the functional characterisation and 3D expansion of adult stem cells isolated from livestock, compared to any other animals.

Organoids have been successfully developed from two sources of stem cells, organ-restricted adult stem cells (ASCs) from various sets of organs, such as the intestine, kidney, lung, liver, pancreas, and brain, and pluripotent stem cells, including embryonic stem cells and induced pluripotent stem cells [15]. Since the first report in 2009 [16], intestinal organoids, such as the mini-gut, have evolved as a potential alternative to in vivo models for the use of various purposes [17]. They are capable of closely replicating the structure and cellular composition of a functional native intestinal epithelium, including intestinal cell types, e.g., enterocytes, goblet cells, and Paneth cells [16,18]. Consequently, in vitro 3D organoid systems are now used as alternative research tools because they serve the same purpose as in vivo systems [19,20,21].

Cow is an economically important domestic animal species for the production of milk and meat worldwide [9]. However, cattle, as experimental animals, are highly expensive and labour intensive, particularly when sampling and separating several different tissues from slaughter [22]. Moreover, in vitro 2D culture systems such as immortalised [23] and cloned [24] intestinal epithelial cell lines have the current limitation of lacking physiological relevance and the cellular diversity being composed of the intestinal epithelium [9]. Therefore, the development of a reliable method for robust 3D culture system derived organ-restricted ASCs from various sets of organs in livestock is urgently necessary.

In the current study, we successfully established bovine intestinal organoids representing typical crypt–villus structure and intestinal epithelium. We also characterised the expression levels of several specific markers in reference to intestinal stem cells and nutrient uptake using QuantSeq 3′ RNA-Seq. data and immunocytochemistry. Furthermore, we investigated epithelial barrier function using a FITC-dextran permeability assay.

## 2. Materials and Methods

### 2.1. Experimental Designs, Animals and Animal Care

The present study was designed with the aim of investigating adult intestinal stem cells and subsequent cultivation of intestinal organoids in bovine. Hanwoo cattle (*Bos Taurus coreanae*) (>24 months old) were experimentally used. All procedures, including sample collection, and handling followed the standard operating protocols of the Animal Biotechnology Division at the National Institute of Animal Science, Korea.

### 2.2. Isolation of Intestinal Crypts and Three-Dimensional (3D) Culture System

Different jejunum fragments from the small intestine were obtained from Hanwoo cows and collected in a washing buffer containing ice-cold phosphate-buffered saline (PBS, Grand Island, NY, USA) containing 1% penicillin/streptomycin (Sigma-Aldrich, Grand Island, NY, USA). The fragments were opened longitudinally and washed thoroughly with washing buffer to remove the debris. Mucosal and submucosal layers were gently scraped off using a glass slide. The remaining muscle layer was collected into a 50 mL tube containing 30 mL of washing buffer after being cut into 3 to 5 mm pieces, repeatedly washed by shaking vigorously, and centrifuged at 300× *g* until the supernatant was clear. The collected pellet was resuspended in 25 mL of Cell Disassociation Solution (StemCell Technologies, Vancouver, BC, Canada) and incubated at room temperature for 40 min on a rocker to release the crypts. Crypts were collected after pipetting and centrifugation at 300× *g* for 5 min. The pellet was resuspended in 1 mL of intestinal human organoid medium (StemCell Technologies, Vancouver, BC, Canada), and the crypts were counted under an inverted microscope. The seeding mix composed of medium with 100–150 crypts, and Matrigel in a 1:1 ratio was prepared and then placed in the middle of a 24-well plate. The cells were returned to an incubator to polymerise the 100 μL of Matrigel dome, and after 20 min, 1 mL of organoid growth medium was gently added to each well.

### 2.3. Passage and Cryopreservation of Bovine Intestinal Organoids

Bovine intestinal organoids were subjected to passage approximately once a week upon maturation. Briefly, the medium was gently aspirated and rinsed with ice-cold PBS without disturbing the organoid dome. To harvest the organoids, a 10× volume of enzyme-free cell disassociation buffer (1 mL) was added to a Matrigel dome (100 μL) in each well and incubated for 10 min in an incubator. Organoids were dislodged by gentle pipetting and collected by centrifugation at 300× *g* for 5 min. The pellet was resuspended in the desired amount of medium and Matrigel in a 1:1 ratio, and each well (140–150 organoids) was distributed into three parts in subsequent passages and seeded in 24-well plates. The medium was replaced every 3 days and sub-cultivated once a week. The number of organoids was recorded in triplicate every week. For cryopreservation, organoids were resuspended in a preserving solution composed of 90% medium and 10% dimethyl sulfoxide (Sigma-Aldrich, Saint Louis, MO, USA), stored at −80 °C for 24 h and transferred to a liquid nitrogen tank for long-term storage.

### 2.4. Histology and Immunohistochemistry

The small intestine segments were fixed in 10% neutral-buffered formalin (Sigma-Aldrich) after strong washing with ice-cold PBS. The segments were subsequently embedded in a paraffin block, and the paraffin-embedded intestinal tissue was vertically and horizontally sectioned at a thickness of 3–5 μm. The sections were then deparaffinised in xylene, rehydrated with water via a graded alcohol series, and processed prior to haematoxylin and eosin (Merck, Darmstadt, Germany) staining. For the immunohistochemical analysis, the sections were permeabilised with 0.1% Triton X-100 in PBS for 5 min and incubated with 0.1% normal goat serum for 1 h to block nonspecific binding after antigen retrieval by boiling the sections in a sodium citrate buffer solution. The samples were incubated with appropriate dilutions of primary antibodies at 4 °C overnight. The antibodies used in the present study are shown in Table S1. After washing, the samples were reacted with anti-mouse and anti-rabbit secondary antibodies coupled to Alexa Fluor-488 and Alexa Fluor-594 (Molecular Probes/Life Technologies, Waltham, MA, USA), respectively, for 1 h at room temperature. These fluorescent samples were counterstained with diamidino-2-phenylindole (DAPI). The images were captured using an Olympus X100 confocal microscope (Olympus, Tokyo, Japan).

### 2.5. Immunocytochemistry

The organoids were maintained in 24-well plates until maturation. The fixation media was aspirated in the wells, and the organoids were washed thoroughly with cold PBS and incubated in neutrally buffered 4% paraformaldehyde (Sigma-Aldrich) for 30 min at room temperature. Then, the organoids were permeabilised in buffer containing 0.5% Triton X-100 (Sigma-Aldrich, Saint Louis, MO, USA) in PBS for 30 min at room temperature. The blocking step was performed using 3% bovine serum albumin in PBS for 1 h at room temperature. The organoids were thoroughly rinsed with PBS and incubated overnight at 4 °C with the appropriate primary antibodies, as shown in Table S1, at their appropriate dilutions. The marker gene expression was detected by incubating the samples with corresponding secondary antibodies coupled to AlexaFluor-488 and AlexaFluor-594 (Molecular Probes/Life Technologies, Carlsbad, CA, USA) for 1 h at room temperature. These fluorescent samples were counterstained with diamidino-2-phenylindole (DAPI) and mounted on glass slides using ProLong Gold Antifade (Life Technologies, Waltham, MA, USA) mounting medium. The images were captured under an Olympus X100 confocal microscope (Olympus, Tokyo, Japan).

### 2.6. Epithelial Barrier Permeability Assay Using FITC-Dextran

Epithelial barrier function was tested by diluting powdered Fluorescein isothiocyanate (FITC)-dextran (4 and 40 kDa) (Sigma-Aldrich, Saint Louis, MO, USA) in nuclease-free water, which resulted in a 1 mg/mL working solution. The organoids were placed in 24-well plates and allowed to grow until fully developed into crypt and villi structures. Then, 25 ng/mL FITC-dextran was added to each well, and the plate was incubated under normal growth conditions. The permeability was observed using luminal absorption and recorded for more than 180 min at 30 min intervals under a Leica CTR6000 fluorescence microscope (Leica, Wentzler, Germany).

### 2.7. RNA Isolation

Total RNA for prepared samples including intestinal organoids was isolated using TRIzol reagent (Life Technologies, Carlsbad, CA, USA), as described previously [25,26]. RNA quality was assessed by an Agilent 2100 bioanalyser using an RNA 6000 nano chip (Agilent Technologies, Amstelveen, The Netherlands), and RNA quantification was performed using an ND 2000 spectrophotometer (Thermo Inc., Wilmington, DE, USA).

### 2.8. Quantitative RT-PCR

Quantitative RT-PCR was performed to assess the expression of several markers of intestinal stem cells and epithelium in bovine intestinal organoids (BIOs) at passage 13 with muscle tissue as a control. Total RNA samples were prepared using TRIzol reagent (Invitrogen, USA). Total RNA (1 µg) was reverse transcribed using the superscript III first-strand synthesis system (Invitrogen, Carlsbad, CA). The PCR reaction mixture was prepared by adding 2 μL PCR buffer, 1.6 μL 2.5 mM dNTP, 10 pmol each forward and reverse primer, 1 μL 20× Eva green, 0.2 μL Taq DNA polymerase, and 2 μL cDNA to a final volume of 20 μL. PCR was performed by means of an initial incubation at 94 °C for 3 min, followed by 40 cycles at 94 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s, using a melting curve program (increasing temperature from 55 to 95 °C at a rate of 0.5 °C per 10 s) and continuous fluorescence measurement. Sequence-specific products were identified by generating a melting curve. The Ct value represents the cycle number at which a fluorescent signal increases to a level significantly higher than the background, and gene expression was quantified by the 2^−ΔΔCt^ method [27]. qPCR primers for each target gene and 18S ribosomal RNA (rRNA) are listed in Table S2. Gene expression was normalised to that of bovine 18S rRNA. qPCR analysis of mRNAs was performed using the StepOnePlus™ Real-Time PCR System (Applied Biosystems, Foster City, CA, USA).

### 2.9. Library Preparation and Sequencing

For control and test RNAs, library construction was performed using QuantSeq 3′ mRNA-Seq. Library Prep Kit (Lexogen, Inc., Vienna, Austria) was used according to the manufacturer’s instructions. In brief, each 500 ng of total RNA was prepared, an oligo-dT primer containing an Illumina-compatible sequence at its 5′ end was hybridised to the RNA, and reverse transcription was performed. After degradation of the RNA template, a second strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5′ end. The double-stranded library was purified using magnetic beads to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library is purified from PCR components. High-throughput sequencing was performed as single-end 75 sequencing on a NextSeq 500 (Illumina, Inc., San Diego, CA, USA).

### 2.10. Data Analysis

QuantSeq 3’ mRNA-Seq. reads were aligned using Bowtie2 [28]. Bowtie2 indices were generated from either the genome assembly sequence or the representative transcript sequences for alignment to the genome and transcriptome. The alignment file was used for assembling transcripts, estimating their abundances, and detecting differential expression of genes. Differentially expressed genes were determined based on counts from unique and multiple alignments using the coverage command in Bedtools [29]. The RC (read count) data were processed based on the quantile normalisation method using EdgeR within R (R Development Core Team, Vienna, Austria, 2016) using Bioconductor [30]. Gene classification was based on searches performed in the DAVID (http://david.abcc.ncifcrf.gov, accessed on 15 July 2021) and Medline databases (http://www.ncbi.nlm.nih.gov, accessed on 15 July 2021).

### 2.11. Data Availability

QuantSeq 3′ mRNA-Seq data sets are available via the following accession code in the Gene Expression Omnibus (GEO) database: GSE163425.

### 2.12. Statistical Analysis

Data were analysed by evaluating the differences among treatments using Duncan’s multiple range tests through the general linear model function and Student’s *t*-test of the SAS software (Systat, Cary, NC, USA). The results are expressed as the mean ± standard error (*n* ≥ 3, where *n* is the number of replicates). A *p* value of <0.05 was considered to be statistically significant.

## 3. Results

### 3.1. Long-Term Cultivation of Bovine Intestinal Organoids

Intestinal crypts were isolated from the small intestine (Jejunum) of healthy Hanwoo cattle (>24 months old), sequentially embedded in Matrigel, and cultivated in the IntestiCult medium. Figure 1A illustrates the experimental procedures for the isolation of intestinal crypts and the cultivation of bovine intestinal organoids. The recapitulating capacity of the organoids was demonstrated by the stable growth for more than passage 10 (P10) and the long-term maintenance. As shown in Figure 1B, these organoids showed various morphologies such as spheroidal (round shaped), budding (spheroids with extension), and mature villi and crypt-like structures from P1 to P4 generations at early passages. Subsequent detailed structures and development of intestinal organoids at each passage represent the spheroidal structure from day 0 to the fully grown structure on day 8 after isolation and cultivation of intestinal crypts from the small intestine (Supplementary Figure S1). Furthermore, they showed consistent growth in an average of 130–150 organoids per basement matrix dome from P1 to P10 at each generation, indicating the recapitulating capacity of the crypt (Figure 1C). At this density, bovine intestinal organoids showed continuous proliferation and growth. Furthermore, intestinal organoids at P5 were identified as positive against Ki67, a proliferating cell marker (Figure 1D). Collectively, these results demonstrated that bovine intestinal organoids cultivated and isolated from small intestine (Jejunum) crypts were maintained long-term without loss of the recapitulating capacity of crypts.

### 3.2. Identification of Intestinal Stem Cells from Bovine Small Intestine

To search for position effects for efficient isolation and cultivation of intestinal organoids from the small intestine, we selected four different locations in the jejunum between the duodenum and ileum. Initially, intestinal tissue sections were subjected to anatomical analysis using haematoxylin and eosin histological staining to identify distinct crypt and villus structures. As shown in Figure 2A, locations #1 and #2 were better developed than locations #3 and #4. The detailed view from vertical and horizontal sections in locations #1 and #2 showed integral structures of the intestinal epithelium gland, such as crypts at the bottom and finger-shaped villi on the apical side (Supplementary Figure S2). Furthermore, to verify the efficiency of the derivation of intestinal organoids from four different locations, we subsequently cultivated intestinal organoids. Based on the results, the number of intestinal organoids per basement matrix dome was highest in location #1 (Figure 2B), indicating the most growth potential for the derivation of intestinal organoids. In addition, to identify intestinal stem cells in vivo, immunohistochemistry with respect to several markers involved in intestinal stem cells and epithelial cells was conducted. As shown in Figure 2C, intestinal crypts isolated from location #1 of the small intestine had a distinct expression, such as leucine-rich repeat-containing G protein-coupled receptor 5 (LGR5), a key gene required for stemness that is expressed in columnar crypt cells, B lymphoma Mo-MLV insertion region 1 homology (Bmi1), which was found in +4 cells adjacent to Paneth cells and F-actin in the intestinal epithelial cytoskeleton. Moreover, the fluorescently stained crypts showed epithelium-specific expression of Mucin2 in goblet cells, E-cadherin in adherent junctions (Supplementary Figure S3). Together, these results are the first to show the identification of LGR5^+^ intestinal stem cells from the small intestine and demonstrate the regional differences for efficient generation of intestinal organoids in bovine.

### 3.3. Characterisation and Paracellular Permeability of Bovine Intestinal Organoids

To characterise the cellular potentials of bovine intestinal organoids derived from the small intestines of adults, we investigated the spatial expression of several specific markers involved in intestinal stem cells and epithelium characteristics in bovine intestinal organoids at passage 5. As shown in Figure 3A, the organoids had a distinct expression, such as LGR5 and Bmi1. Moreover, the fluorescently stained organoids showed epithelium-specific expression against Mucin2 for goblet cells that contributes to epithelial barrier integrity, E-cadherin for adherent junctions, F-actin for intestinal epithelial cytoskeleton, Chromogranin A for enteroendocrine cells, and Cytokeratin 19 for enterocytes, indicating that the concomitant expression of intestinal epithelial genes in intestinal organoids derived from intestinal crypts mimicked the topology of an in vivo intact intestine. Furthermore, intestinal organoids at P5 were immunoreactive to antibodies against several representative nutrient absorption markers, especially sodium-dependent glucose transporter (SGLT1), proton-coupled peptide transporter (PEPT1), glucose transporter (Glut2), glucagon-like peptide 1 (GLP1), and bile acid receptor (TGR5) (Figure 3B). In addition, we investigated the paracellular permeability character of the epithelial layer using fluorescent tracers up to 4 hr after treatment. FITC-dextran labelled the organoid lumen, demonstrating a high permeability for compounds of up to 4 kDa, such as glucose, peptides, and fatty acids, while FITC-dextran 40 kDa failed to enter the organoid lumen (Figure 3C). The concentration of FITC was maintained constantly and slow diffusion of FITC-dextran 4 kDa start to enter the organoid lumen at 1.5 h (Supplementary Figure S4), indicating the presence of a mucous layer, which plays a major role in barrier function and nutrient absorption. The mucosal barrier function results showed that there was mucins secretion by goblet cells. However, it seems likely that FITC-dextran 4 kDa did not reach the apical surface due to the basal-out structure of bovine intestinal organoids. Together, these functional testing results suggested that intestinal organoids had physiological relevance to the in vivo gut absorption properties.

### 3.4. Gene Expression Profiling of Bovine Intestinal Organoids

To investigate the genetic properties of bovine intestinal organoids for large-scale gene expression profiling, QuantSeq 3′ mRNA-Seq. library was constructed. 

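QuantSeq is a method that sequences only the 3′ ends of polyadenylated RNA. Reverse transcription starts from an oligo-dT primer, and the second strand from a random primer. 4 libraries were analysed, 1 each of small intestine, muscle, intestinal organoids at P5 and intestinal organoids at P10 (P is the passage number), so no difference between them has a replicate check and no p-value across genes is given. The authors aligned the reads with Bowtie2, counted unique and multiple alignments on genes with Bedtools, and deposited the number of reads per gene without normalisation. Reads with several alignments were included, so counts of genes with near-identical copies are uncertain. The deposited counts summed to 17776273 in intestine, 12917720 in muscle, 13599831 in P5 organoids and 17730571 in P10 organoids. Of 29792 rows, each named by a gene symbol, 22200 had at least 1 read in any library and were kept. The number of kept rows with a read was 19401 in intestine, 17427 in muscle, 18920 in P5 organoids and 17563 in P10 organoids. The paper states that read counts were processed by quantile normalisation, so the counts were quantile-normalised over the 4 libraries and used as log2(value + 1). The paper gives no further detail of this step. Upper-quartile normalisation with edgeR may have been meant, and was run as an alternative. Changes are on this scale, where the added 1 shrinks the change of genes with low normalised values. Quantile normalisation also spread low counts unevenly: a single read had a log2 value of 0.32 in intestine, 0.81 in P5 organoids and 2.09 in muscle and in P10 organoids. The row of RN18S1, an 18S ribosomal RNA gene, took 23.6% of the reads in muscle, 4.81% in P5 organoids, 4.08% in intestine and 0.264% in P10 organoids. Standard errors given for single libraries come from 1000 random redraws of the reads of each library. They cover counting error only and no variation between samples. PCR copies are not independent molecules, so these errors may be too small. A gene without reads in a library stayed without reads in every redraw. A count of 3 reads or fewer was treated as the floor, which is 0.232 CPM in muscle, 0.221 CPM in P5 organoids and 0.169 CPM in both other libraries (CPM is the count scaled to a common library total, as edgeR gives it).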

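The first principal component of the normalised values, centred per gene and not scaled, carried 59.9% of the variance, the second 28.5% and the third 11.6%. Muscle lay at 285 on the first component, intestine at 23.4, P5 organoids at -149 and P10 organoids at -159. On the second component, intestine lay at 213, P5 organoids at -43.7, P10 organoids at -82.6 and muscle at -86.5. Over all components, the Euclidean distance to intestine was 336 for P5 organoids and 359 for P10 organoids, and the distance to muscle was 451 and 457. The distance to intestine was therefore 0.746 times the distance to muscle for P5 organoids (standard error 0.0010) and 0.784 times for P10 organoids (standard error 0.0010). Intestine and muscle were 398 apart, and the P5 and P10 organoids 226 apart. Scaling each gene to unit variance raised the ratios most, to 0.841 for P5 organoids and 0.888 for P10 organoids, and lowered the share of the first component to 47.6%.

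**Figure D1:**
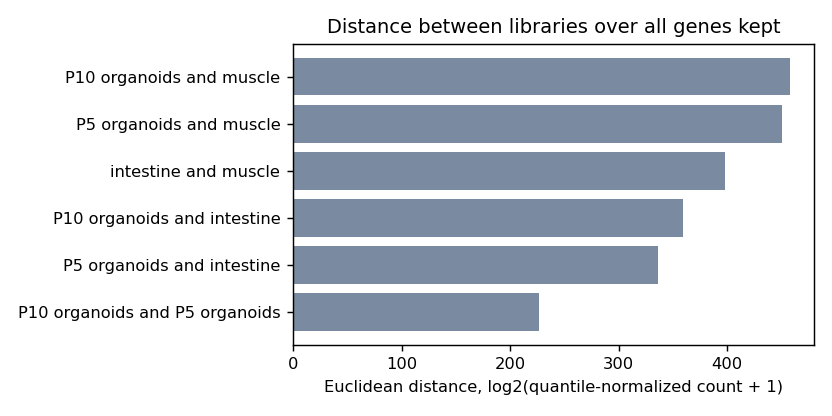
Euclidean distance between each pair of the 4 libraries (x axis, in log2 units over all genes kept), 1 bar per pair. The bars run from 226 for the P5 and P10 organoids to 457 for P10 organoids and muscle.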

As shown in Figure 4A, principal component analysis (PCA) indicated that the distance between intestinal organoids and the small intestine was relatively close, compared to muscle in bovine. In addition, the heatmap showed that many genes in epithelium-characteristic categories, such as tight junctions, adherent junctions, desmosomes, and gap junctions, were significantly expressed in intestinal organoids at P5 and P10 and in the small intestine, compared to muscle as a control (Figure 4B). Furthermore, scatter plot revealed that many genes related to intestinal stem cell markers such as *LGR5*, achaete-scute family BHLH transcription factor 2 (*ASCL2*), EPH receptor B2 (*EPHB2*), pleckstrin homology like domain family a member 1 (*PHLDA1*), SRY-box transcription factor 9 (*SOX9*) and Olfactomedin 4 (*OLFM4*) were significantly upregulated in intestinal organoids at P5 or similar between intestinal organoids and the intestine (Figure 4C). Moreover, to validate QuantSeq 3′ mRNA-Seq. data and evaluate gene expression of bovine intestinal organoids (BIO) using a set of genes involved in intestinal stem cell (*LGR5*, *ASCL2*, hepatocyte nuclear factor 4 alpha (*HNF4A*), forkhead box A3 (*FOXA3*) and *SOX9*), and epithelium (*MUC2*, *Chromogranin A* and *F-actin*) with muscle from adult bovine as a control, quantitative RT-PCR was conducted. 

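The junction genes drawn in Figure 4B are 23 symbols on 24 rows of the deposited counts, since CLDN12 has 2 rows. Of the 24 rows, 19 were higher in P5 organoids than in muscle, 20 in P10 organoids and 19 in intestine, and 17 were higher in all 3. At least 2-fold higher than muscle were 16 rows in P5 organoids, 18 in P10 organoids and 16 in intestine. The median log2 difference from muscle over the 24 rows was 4.57 in P5 organoids, 3.88 in P10 organoids and 2.84 in intestine. Each median was above those of all 10000 random lists of 24 genes matched on mean expression, of which 95% lay between -0.60 and 0.92 for P5 organoids. The paper drew these rows from the same 4 libraries, so the random lists are not an independent test of them. CLDN2 had 6663 reads in P5 organoids, 11620 in P10 organoids, 2009 in intestine and 2 in muscle, and was at least 820-fold higher than muscle in P5 organoids. CLDN4 had no reads in muscle and 5573 in P5 organoids, at least 665-fold higher. CLDN7, CLDN15 and GJB1 were also at or under 3 reads in muscle, so their differences are lower bounds, of at least 25.1-fold, 214-fold and 102-fold in P5 organoids. Of the adherent junction genes, CDH1 had 12 reads in muscle and 825 in P5 organoids (log2 difference 4.83, standard error 0.46). Of the desmosome genes, DSC2 had 6 reads in muscle and 1460 in P5 organoids (log2 difference 6.59, standard error 0.54), and 375 in P10 organoids, fewer than the 880 in intestine. The difference of DLL1 between P5 organoids and muscle was within counting error with quantile normalisation (log2 difference 0.83, standard error 0.44). NOTCH1 was 0.74 higher in P5 organoids on the log2 scale (standard error 0.35) and did not differ between intestine and muscle beyond counting error (log2 difference -0.13, standard error 0.37). TJP1 was 0.54 higher in P5 organoids than in muscle on the log2 scale (standard error 0.11) and did not differ between intestine and muscle (-0.038, standard error 0.12). NOTCH2, JAM2 and NOTCH3 were lower in P5 organoids than in muscle, by log2 differences of -1.39, -1.12 and -1.46. ICAM1 had 4 reads in P5 organoids, none in P10 organoids and 3 in muscle, a difference not detectable at this depth, and 1 of the CLDN12 rows had only 7 reads in all. Intestinal genes with at least 1000 reads in intestine were counted in muscle at a pooled 0.185% of their intestine reads, a background from which the muscle reads of CLDN2 and CLDN15 cannot be separated. Among these genes the share ran from 0% to 2.32%. At the highest share, the muscle reads of other junction genes, such as DSC2 and OCLN, cannot be separated from it either. With library totals in place of quantile normalisation, the median of all genes rose by 1.10 in P5 organoids against muscle and by 0.98 in intestine against muscle, and 21 rows were higher in P5 organoids, 21 in P10 organoids and 23 in intestine. Under that scaling JAM2 was 0.17 higher in P5 organoids than in muscle, less than the median of all genes.

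**Figure D2:**
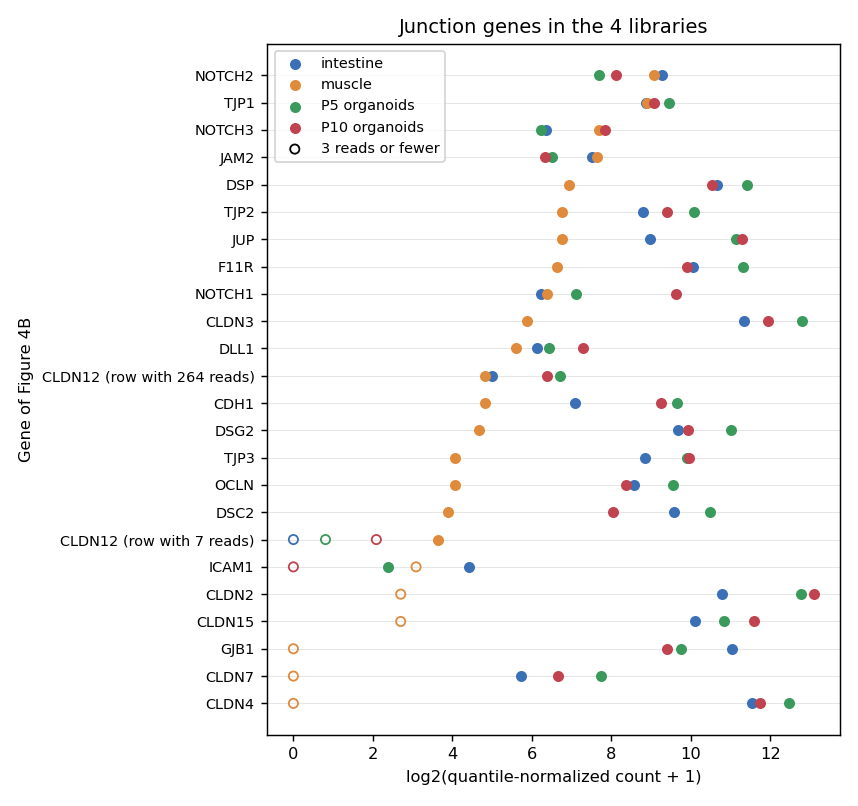
Log2(quantile-normalised count + 1) (x axis) of the 24 rows of Figure 4B genes (y axis, ordered by the muscle value), 1 point per library, with open circles for 3 reads or fewer. Muscle is the lowest library in 17 of the 24 rows, and with library totals intestine is above muscle for JAM2, TJP1, NOTCH1 and NOTCH3.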

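Figure 4C labels 14 stem cell markers. In P5 organoids, 5 of them were at least 2-fold higher than in intestine, 8 were within 2-fold and 1 was at least 2-fold lower. PHLDA1 had 1677 reads in P5 organoids and 133 in intestine, a log2 difference of 4.15 (standard error 0.17). OLFM4 had 8151 reads against 1489 (log2 difference 2.75, standard error 0.042). EPHB2 had 384 against 132 (2.05, standard error 0.18), and ASCL2 had 300 against 155 (1.42, standard error 0.17). SOX9 had 914 reads against 550, a log2 difference of 0.93 (standard error 0.079), which cannot be told apart from 2-fold. Per library total SOX9 was past 2-fold, at 67.2 CPM in P5 organoids and 30.9 CPM in intestine. LGR5 rested on 34 reads in P5 organoids, or 2.50 CPM (95% Wilson interval 1.79 to 3.49), and 23 in intestine, or 1.29 CPM (0.862 to 1.94). Its log2 difference was 1.73 (standard error 0.41) and fell to 0.92 with library totals. Since SOX9 passed 2-fold under that scaling, the number of markers at least 2-fold higher stayed at 5. CD24 was 0.49 higher on the log2 scale and SMOC2 0.16, and the differences of PROM1 (0.17) and LRIG1 (0.085) were within counting error. HOPX, ALCAM and BMI1 were lower by log2 differences of -0.18, -0.33 and -0.55, and HOPX changed direction with library totals, to 0.030. The 1 marker at least 2-fold lower was PCDH8, whose log2 difference of -1.08 (standard error 0.56) was within counting error with quantile normalisation, although its intervals per library total did not overlap: 48 reads in intestine, or 2.70 CPM (2.04 to 3.58), and 10 in P5 organoids, or 0.735 CPM (0.399 to 1.35). The median of the 14 markers was 0.33, at the 74.1 percentile of random lists matched in the same way. A list of 10 epithelial genes had a median of 2.62 in the same comparison. Of the 5 markers at least 2-fold higher, only PHLDA1 and OLFM4 were above it. RNA of other cells in intact intestine could dilute epithelial RNA, so these rises alone do not show a change within epithelial cells. With edgeR's TMM normalisation, 4 markers were at least 2-fold higher: PHLDA1, OLFM4, EPHB2 and ASCL2. Upper-quartile normalisation also left 4, without LGR5. Over all genes kept, 5851 were at least 2-fold higher in P5 organoids than in intestine and 4563 at least 2-fold lower, so 56.2% of the genes past 2-fold were higher. With TMM normalisation, 4334 were higher and 5453 lower, or 44.3% higher. With upper-quartile normalisation, 4409 were higher and 5372 lower. Genes with few reads pass 2-fold by counting error alone. Among the genes left unchanged in simulated libraries, 32.9% of the 5958 with under 10 expected reads passed 2-fold, and 0% of the 12462 with at least 50 did.

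**Figure D3:**
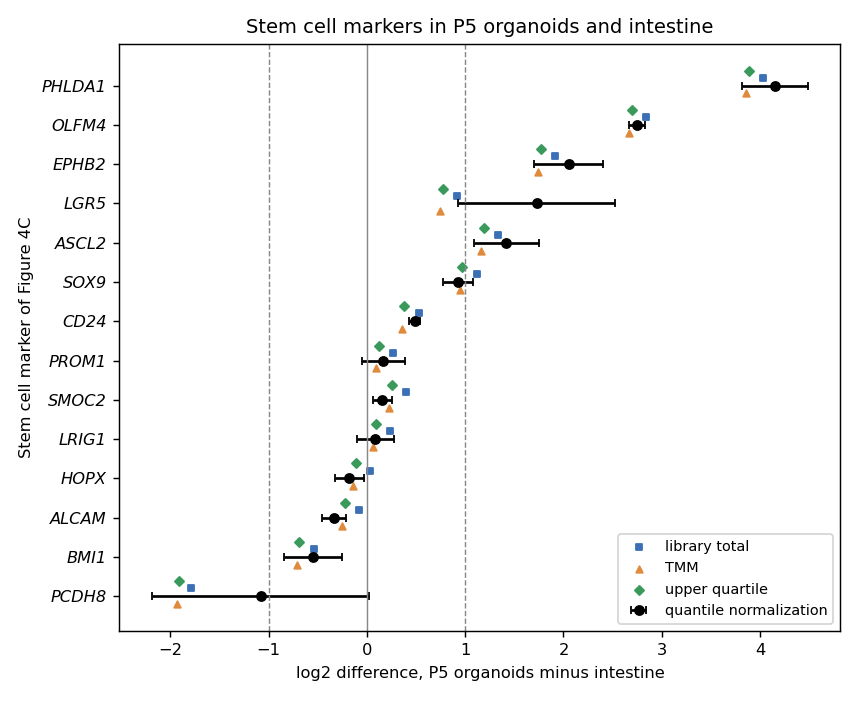
Log2 difference of P5 organoids and intestine (x axis) for the 14 stem cell markers of Figure 4C (y axis). Black points with bars are quantile-normalised values with 95% intervals from redrawn reads, and coloured points are 3 other scalings. The dashed lines mark 2-fold, which 5 markers pass upward with quantile normalisation, LGR5 among them.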

As shown in Figure 5, the intestinal stem-cell-related genes such as *LGR5* (*p* < 0.001), *ASCL2* (*p* < 0.001), *HNF4A* (*p* < 0.05), *FOXA3* (*p* < 0.001) and *SOX9* (*p* < 0.001) and intestinal epithelium such as *MUC2* (*p* < 0.001), *Chromogranin A* (*p* < 0.05), and *F-actin* (*p* < 0.05) were significantly higher on intestinal organoids than muscle. Taken together, these results indicated that the genetic properties of bovine intestinal organoids were highly similar to those of in vivo.

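Across the genes kept, the Spearman correlation with intestine was 0.826 for P5 organoids and 0.806 for P10 organoids. Muscle and intestine had a correlation of 0.753, P5 organoids and muscle 0.686, P10 organoids and muscle 0.685, and the P5 and P10 organoids 0.929. These correlations are across genes within a pair of libraries, and genes are not independent replicates. Over the genes with at least 10 reads in any library, the correlation with intestine was 0.799 for P5 organoids and 0.764 for P10 organoids, and with at least 10 reads in every library it was 0.823 and 0.749. Among genes with at least 10 reads in either library of a pair, 52.3% were within 2-fold between P5 organoids and intestine, 45.9% between P10 organoids and intestine, 40.7% between intestine and muscle and 67.3% between the P5 and P10 organoids. In total, 1945 genes had at least 10 reads in intestine and 3 or fewer in P5 organoids, and 630 genes the opposite. In both organoid libraries, 3796 genes were at least 2-fold higher than in intestine and 3654 at least 2-fold lower. The paper bases its conclusion on organoids lying closer to intestine than to muscle, the junction genes, the stem cell markers and quantitative RT-PCR. It proposes that the genetic properties of the organoids were highly similar to those in vivo.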

## 4. Discussion

Recently, intestinal organoids have evolved as potential alternatives to in vivo systems [11,31] and have been a focus of research in livestock species including bovine, swine, and chicken [9,10,18,32]. Especially, these organoids have been shown to be an attractive model for mucosal permeability, enabling us to investigate the interactions of pathogenic bacteria, viruses, nutrient absorption, and the maintenance of host homeostasis with the gut epithelium of their host [33,34,35,36].

In the present study, we successfully established intestinal organoids derived intestinal crypts from the small intestine and reported establishment and robust expansion of intestinal organoids in bovine. Firstly, we isolated intestinal crypts that included intestinal stem cells from the small intestine (jejunum) in adult bovines and cultivated them using the scaffold-based method. The organoids representing distinct crypt and villus structures surrounding the lumen can be long-term maintained (>P10) during several passages without loss of their recapitulating capacity. Furthermore, we achieved a consistent growth rate of 130–150 per basement matrix dome and identified it as positive against Ki67, a proliferating cell marker [19] in intestinal organoids at P5 (Figure 1). The results of the current study suggest that the organoids closely mimicked the in vivo organ physiology and remained indefinitely intact under controlled conditions without loss of the recapitulating capacity of crypts.

Next, to assess the position effects for efficient isolation and derivation of intestinal organoids along the length of the small intestine in bovine, we sectioned four different locations in the jejunum between the duodenum and ileum. Interestingly, we found that jejunum (location #1 and #2) close to the duodenum showed integral structures of the intestinal epithelium gland, such as crypts at the bottom and finger-shaped villi on the apical side and intestinal crypts isolated from location #1 in the jejunum close to the duodenum had the most growth potential for the derivation of intestinal organoids (Figure 2). However, mouse models have shown that more distal tissues in the foetal intestine can be formed organoids well [37], suggesting the regional differences in vitro growth potential. Therefore, it seems likely that such information would be valuable for the derivation of intestinal organoids and subsequent robust expansion due to physiological differences between species or ages. In addition, in search for detailed identification of intestinal stem cells from the small intestine in bovine, we confirmed that the intestinal crypts isolated from the small intestine in bovine had the distinct expression of leucine-rich repeat-containing G protein-coupled receptor 5 (LGR5, a key gene required for stemness and expressed in columnar crypt cells), B lymphoma Mo-MLV insertion region 1 homology (Bmi1, which was found in +4 cells adjacent to Paneth cells), F-actin in the intestinal epithelial cytoskeleton, epithelium-specific expression of Mucin2 in goblet cells and E-cadherin in adherent junctions, supporting previous studies on mouse and human intestinal organoids such as the mini-gut [16,19]. Collectively, our findings demonstrate for the first time that the identification of LGR5^+^ intestinal stem cells from the small intestine and demonstrate the regional differences for efficient derivation of intestinal organoids in bovine.

With regard to the cellular potentials of bovine intestinal organoids, we investigated the several specific markers involved in intestinal stem cells and epithelium’s characteristics. As shown in Figure 3, bovine intestinal organoids had a distinct expression, such as LGR5 and Bmi1 for self-renewal capacities, and also showed epithelium-specific expression against Mucin2, indicating the presence of mucin secreting in goblet cells that lined up the epithelial mucosa, E-cadherin for adherent junctions, F-actin for intestinal epithelial cytoskeleton, Chromogranin A for enteroendocrine cells and Cytokeratin 19 for enterocytes representing the cellular diversity composed of the intestinal epithelium. It is well accepted that intestinal organoids consist of several types of intestinal cells including intestinal stem cells, Paneth cells, enteroendocrine cells, goblet cells, transit-amplifying cells, and enterocytes [2]. Based on our results, the cellular potentials of intestinal organoids derived from the small intestines of adult bovine relatively resemble in vivo small intestines and are similar to that of human intestinal organoids [38]. In addition, the intestinal epithelium plays an important role in nutrient absorption across the membrane and the diffusion of small molecules across the intestinal barrier, thus ensuring health by nutrient absorption and preventing bacterial translocation via the bloodstream [39,40]. Therefore, we further investigated the several representative nutrient absorption markers and paracellular permeability character of the epithelial layer [41]. As shown in Figure 3B,C, we found that intestinal organoids at P5 had the specific-expression of sodium-dependent glucose transporter (SGLT1), proton-coupled peptide transporter (PEPT1), glucose transporter (Glut2), glucagon-like peptide 1 (GLP1), and bile acid receptor (TGR5), and showed a high permeability for compounds of up to 4 kDa, such as glucose, peptides, and fatty acids, while FITC-dextran 40 kDa failed to enter the organoid lumen, indicating the absorptive capacity of bovine intestinal organoids. Taken together, these results indicate that bovine intestinal organoids preserve the functional and phenotypic characteristics of the small intestine and can be used as physiological indicators of nutrient absorption in nutritional research showing mimicked the topology of an in vivo intact intestine.

With regard to the genetic properties of bovine intestinal organoids using large-scale gene expression profiling and quantitative RT-PCR, we found that the distance between intestinal organoids and the small intestine was relatively close, compared to muscle in bovine and many genes in epithelium-characteristic categories [36], such as tight junctions, adherent junctions, desmosomes, and gap junctions, were significantly expressed in intestinal organoids at P5 and P10 (Figure 4), suggesting the physiological similarity between the intestinal organoids and small intestine. In addition, they had a significant expression on many genes related to intestinal stem cells such as *LGR5*, *ASCL2*, *HNF4A*, *FOXA3*, and *SOX9* and intestinal epithelium such as *MUC2*, *Chromogranin A*, and *F-actin* (Figure 5). Collectively, our findings suggested that the genetic properties of bovine intestinal organoids were highly similar to those of in vivo.

## 5. Conclusions

These results provide a reliable method for efficient isolation of intestinal crypts from the small intestine and robust 3D expansion of intestinal organoids in adult bovine and demonstrate that the in vitro 3D organoids mimic the in vivo tissue topology and functionality. Finally, intestinal organoids are potential alternatives to in vivo systems and will facilitate the practical use of a model to replace animal experiments in the fields of animal biotechnology for various purposes.

## Figures and Tables

**Figure 1:**
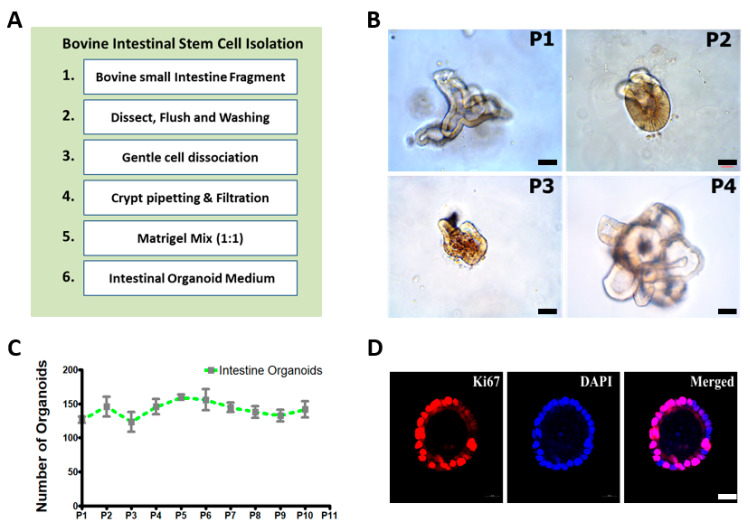
Isolation of intestinal crypts and three-dimensional (3D) cultivation of intestinal crypts including intestinal stem cells in bovine: (**A**) experimental procedures regarding the isolation of intestinal crypts from the small intestine and the three-dimensional (3D) cultivation of intestinal crypts including intestinal stem cells in bovine; (**B**) robust 3D expansion of intestinal crypts including bovine intestinal stem cells (P1–P4). The organoids can be spheroidal (round shaped), show budding (spheroids with extension), and have mature villi and crypt-like structures (branched structures). Scale bar: 50 μm; (**C**) growth rate graph of bovine intestinal organoids showing the number of organoids/well (mean *n* = 3 wells) growing in a 100 μL Matrigel dome in each well. Intestinal organoids were maintained for up to 10 generations without loss of the recapitulating capacity of crypts; (**D**) intestinal organoids were immunostained for Ki67 at passage 5, a marker of proliferating cells, and were counterstained with diamidino-2-phenylindole (DAPI). Scale bar: 20 μm.

**Figure 2:**
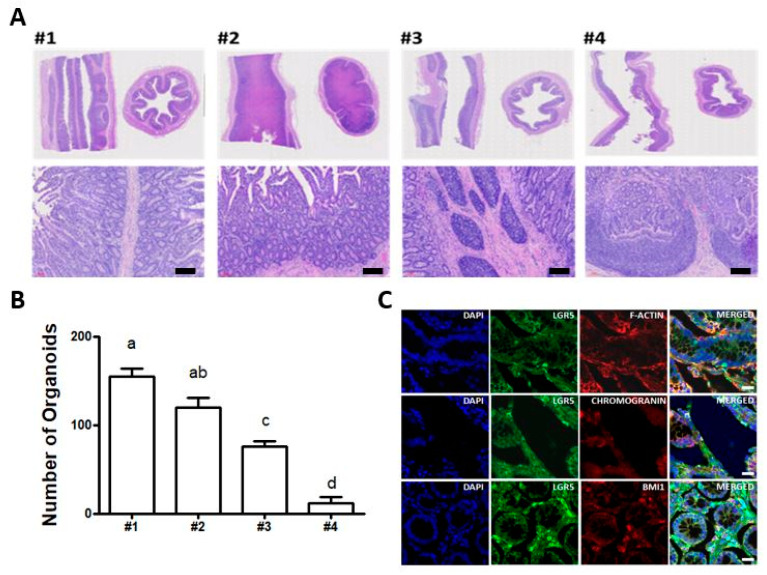
Immunohistochemical analysis of bovine small intestine: (**A**) haematoxylin and eosin histological staining to identify distinct crypt and villus structures from four different locations (#1, #2, #3, and #4) in the jejunum between the duodenum and ileum. Scale bar: 300 μm; (**B**) the number of intestinal organoids per basement matrix dome to verify the efficiency of the derivation of intestinal organoids from four different locations. The number of intestinal organoids derived from location #1 in the jejunum close to the duodenum was significantly higher, compared to locations #3 and #4. The values are the means plus the standard error of mean (S.E.M) and different letters (a–d) indicate significant differences (*p* < 0.05); (**C**) immunohistochemistry of LGR5, Bmi1, F-actin, and Chromogranin A in bovine small intestine. The fluorescently stained crypts were counterstained with diamidino-2-phenylindole (DAPI). Scale bar: 20 μm.

**Figure 3:**
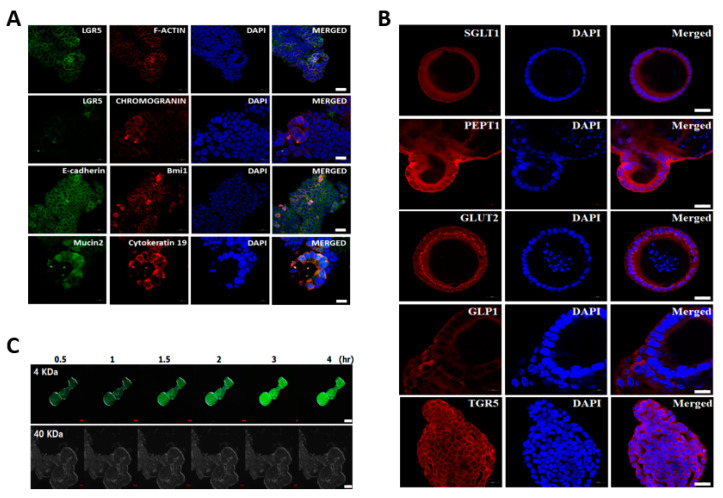
Characterisation and paracellular permeability of bovine intestinal organoids: (**A**) immunostaining of LGR5, Bmi1, F-actin, E-cadherin, Chromogranin A, and Mucin2 in bovine intestinal organoids at passage 5. The organoids were counterstained with DAPI. Scale bar: 20 μm; (**B**) immunostaining of several representative nutrient absorption markers such as sodium-dependent glucose transporter (SGLT1), proton-coupled peptide transporter (PEPT1), glucose transporter (Glut2), glucagon-like peptide 1 (GLP1), and bile acid receptor (TGR5) in bovine intestinal organoids at passage 5. The organoids were counterstained with DAPI. Scale bar: 20 μm; (**C**) paracellular permeability of the epithelial layer in bovine intestinal organoids using fluorescent tracers. Intestinal organoids were treated with FITC-dextran to assess barrier function. FITC-dextran 4 kDa showed high permeability, while FITC-dextran 40 kDa failed to enter the organoid lumen. Scale bar: 20 μm.

**Figure 4:**
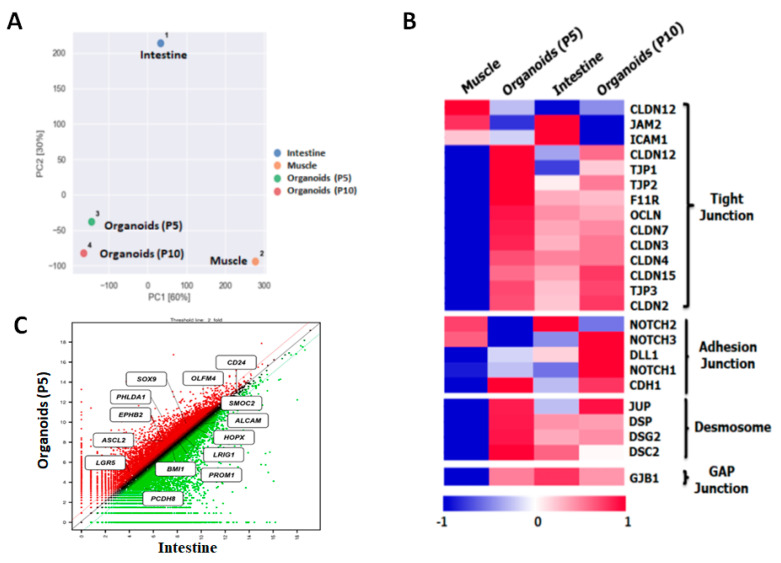
Gene expression profiling of bovine intestinal organoids using QuantSeq 3′ mRNA-Seq. Library: (**A**) principal component analysis (PCA) of intestinal organoids (P5), intestinal organoids (P10), small intestine, and muscle in bovine. The distance between intestinal organoids and the small intestine was relatively close compared to muscle; (**B**) heatmap showing many genes in epithelium-characteristic categories such as tight junctions, adherent junctions, desmosomes, and gap junctions. Intestinal organoids at P5 and P10 and in the small intestine were significantly expressed compared to muscle as a control; (**C**) scatter plot showing many genes related to intestinal stem cell markers such as *LGR5*, *ASCL2*, *EPHB2*, *PHLDA1*, *SOX9*, and *OLFM4*. Intestinal organoids at P5 were significantly upregulated or similar between intestinal organoids and the intestine.

**Figure 5:**
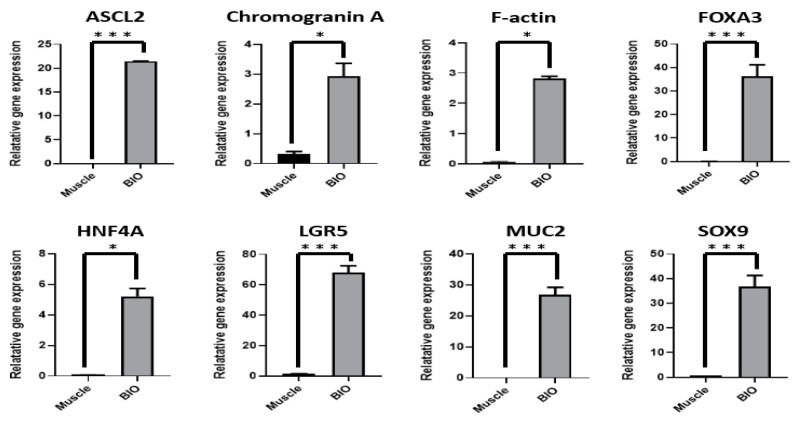
Gene expression profiling of bovine intestinal organoids using quantitative RT-PCR. Quantitative RT-PCR was performed to evaluate gene expression of bovine intestinal organoids (BIO) using several markers of intestinal stem cells (*LGR5*, *ASCL2*, *HNF4A*, *FOXA3*, and *SOX9*) and epithelium (*MUC2*, *Chromogranin A*, and *F-actin*) characteristics with muscle from adult bovine as a control. Gene expression was normalised to that of 18S rRNA and analysed by the 2^−ΔΔCt^ method. Significant differences between groups were analysed by Student’s *t*-test. A *p* value less than and equal to 0.05 indicated statistical significance (* *p* value ≤ 0.05, ** *p* value ≤ 0.01, *** *p* value ≤ 0.001).

## Data Availability

The datasets during and/or analysed during the current study available from the corresponding authors on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11072115/s1, Figure S1: Three-dimensional (3D) cultivation of intestinal crypts including intestinal stem cells isolated from small intestine in bovine. Intestinal organoids show various developmental stages and can be spheroidal (round shaped), show budding (spheroids with extension), and have mature villus and crypt-like structures (branched structures). The detailed structures represent organoid propagation from day 2 to the fully grown structure on day 8. Scale bar: 100 μm (day 0, day 2) and 50 μm (day 3, day 6, and day 8), Figure S2: Histological H and E staining of the vertical and horizontal views reveal the positions of the intestinal epithelial glands, such as crypts (oval structures at the bottom) and villi (finger-like structures) cells, with varying magnification (40×, 100×, and 200×) at four different locations from #1 to #4. The purple spots show nuclei and the epithelium is stained pink, Figure S3: immunohistochemistry of Bmi1, E-cadherin, Chromogranin A, and Muccin2 in bovine small intestine. The fluorescently stained crypts were counterstained with diamidino-2-phenylindole (DAPI). Scale bar: 20 μm, Figure S4: real-time monitoring and slow diffusion of FITC-dextran 4 kDa to enter the organoid lumen. Scale bar: 20 μm, Table S1: antibodies used in the present study for characterisation of bovine intestinal organoids, Table S2: primers used for the gene expression analysis of bovine intestinal organoids.

# Supplementary material for: Robust Three-Dimensional (3D) Expansion of Bovine Intestinal Organoids: An In Vitro Model as a Potential Alternative to an In Vivo System
**Source:** Animals (Basel). 2021 Jul 16;11(7):2115. doi: 10.3390/ani11072115
**Supplement:** Supplementary file 1

**Table S1.** Antibodies used in this study for characterization of bovine intestinal organoids.

| <b>Antibody</b> | <b>Host species</b> | <b>Dilution</b> | <b>Company (Catalog No.)</b>               |
|-----------------|---------------------|-----------------|--------------------------------------------|
| LGR5            | Mouse               | 1:50            | Origene Technologies, Inc. 

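Table S1 lists the antibodies behind the immunostaining of organoids, with the animal each antibody was raised in, its dilution and its supplier. Antibody names follow the protein: Mucin2 is the product of MUC2 and marks goblet cells, and Chromogranin A is the product of CHGA and marks enteroendocrine cells. Staining shows where a protein lies in the organoid, and the sequencing libraries measure RNA of whole organoids, so the antibodies and the read counts are separate measurements.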

(TA503316)      |
| Bmi1            | Rabbit              | 1:50            | abcam (ab38295)                            |
| Mucin2          | Mouse               | 1:50            | Santa Cruz Biotechnology, Inc. (SC-515032) |
| E-Cadherin      | Mouse               | 1:200           | BD Biosciences (61081)                     |
| Cytokeratin 19  | Rabbit              | 1:200           | abcam (ab84632)                            |
| F-actin         | Rabbit              | 1:200           | abcam (ab83746)                            |
| Chromogranin A  | Rabbit              | 1:200           | abcam (ab85554)                            |
| Glut2           | Rabbit              | 1:100           | Novus Biologicals (NBP1-69466)             |
| PEPT1           | Rabbit              | 1:100           | Bioss Antibodies (BS-0689R)                |
| SGLT1           | Rabbit              | 1:100           | Novus Biologicals (NBP2-20338)             |
| GLP1            | Rabbit              | 1:100           | MyBioSource (MBS2107860)                   |
| TGR5            | Rabbit              | 1:100           | abcam (ab72608)                            |
| Ki67            | Rabbit              | 1:200           | Cell Signaling Technology (D3B5)           |

# Supplementary material for: Robust Three-Dimensional (3D) Expansion of Bovine Intestinal Organoids: An In Vitro Model as a Potential Alternative to an In Vivo System
**Source:** Animals (Basel). 2021 Jul 16;11(7):2115. doi: 10.3390/ani11072115
**Supplement:** Supplementary file 1

**Table S2.** Primers used for the gene expression analysis of bovine intestinal organoids.

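Table S2 gives the primer pairs of the quantitative RT-PCR. In that method the signal of each target gene is set against that of 18S ribosomal RNA in the same sample, and the difference in threshold cycle between organoids and muscle is converted to a ratio. The organoids measured this way were at a later passage than the organoids of the sequencing libraries.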

| Gene Name      | Forward              | Reverse              |
|----------------|----------------------|----------------------|
| 18S rRNA       | AAACGGCTACCACATCCAAG | CCTCCAATGGATCCTCGTTA |
| HNF4A          | CGAGCAGATCCAGTTCATCA | GAAGGCTGTGGAGTCTCAGG |
| FOXA3          | GCAAGATGCTTACCCTGAGC | AGGTAGCAGCCGTTCTCAAA |
| ASCL2          | AGTTGAGCAAGGTGGAGACG | CCGACGAGTAGGCGGAAC   |
| SOX9           | TTCATGAAGATGACCGACGA | GTCCAGTCGTAGCCCTTGAG |
| LGR5           | GTGTTCAGAGCCGCAGTGTA | GATTCCGAAGCAAAAATGGA |
| MUC2           | TTCGACGGGAGGAAGTACAC | TTCACCGTCTGCTCATTAG  |
| Chromogranin A | TCTCAATCCTGCGACATCAG | CTGTCTCCGTCCGAGTCTTC |
| F-actin        | AATCAGAGGCCAAGGGAAC  | TGCAGGATGAGCTTGTTGTC |

How the deposited data were processed for this re-analysis (not part of the article)

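RNA of 4 bovine samples was analysed, 1 library each of small intestine, muscle, intestinal organoids at passage 5 and intestinal organoids at passage 10. Libraries were made with the QuantSeq 3′ mRNA-Seq kit and sequenced on an Illumina NextSeq instrument. The authors aligned the reads with Bowtie2 to the genome or to representative transcripts and counted unique and multiple alignments with the coverage command in Bedtools. The values the authors deposited are whole-number counts of reads per gene, without normalisation. The genome assembly and gene annotation are not named in the text of the paper, so no coordinates are given. The files name genes by symbol only. Of 28124 distinct symbols, 23660 are current symbols and 354 are older names in the NCBI RefSeq table of the assembly ARS-UCD2.0 (85.4% together). Of the 29792 rows, 1805 share a symbol with another row, and 1635 of these are transfer RNA genes. Each row was treated as a gene.

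The paper names quantile normalisation with edgeR. The counts of the 22200 rows with at least 1 read in any library were quantile-normalised over the 4 libraries, with tied counts given the value at their mean rank, and used as log2(value + 1). Principal components were computed on values centred per gene and not scaled. Distances are Euclidean over all genes, and correlations are Spearman's over genes. No gene was tested for a difference between conditions, since each condition has 1 library. The comparisons of gene lists with random lists are across genes, which are not replicates. Counting error was estimated from 1000 redraws of the reads of each library from its own gene shares, each renormalised, and intervals are 1.96 standard errors on either side. Under an alternative, a value was taken to have moved when it left this interval, and a count of genes when it changed by more than 1.5-fold. Shares of a library have 95% Wilson intervals. These intervals cover counting error only and no variation between samples. PCR copies without molecular identifiers are not independent, so the intervals may be too narrow. A library with 3 reads or fewer on a gene was taken to be at the floor. A fold against it is a lower bound computed against the quantile-normalised value of 3 reads, without counting error. With exactly 3 reads it is an estimate and not a bound. No fold is given where both libraries are at the floor, apart from 1 CLDN12 row compared with Figure 4B. The totals of the libraries were 17776273 reads in intestine, 12917720 in muscle, 13599831 in P5 organoids and 17730571 in P10 organoids, and the rows with under 10 reads were 5441, 8368, 7136 and 7326 of the 22200.

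The median log2 difference of a gene list was set against 10000 random lists of the same size, drawn from 20 bins of mean expression without the members of the list. The lists were the genes drawn in Figures 4B and 4C and 10 lists of genes of cell classes, written before the data were examined. The genes named are those the paper names in Figures 4B, 4C and 5 and in the section on gene expression, and the genes of the proteins it stained. The rule adds the 5 genes with the largest and the 5 with the smallest log2 difference of P5 organoids and intestine, among genes with at least 50 reads in the higher library and a difference of at least 2-fold in the same direction in P10 organoids. It also adds the 3 largest and 3 smallest differences of P10 and P5 organoids among genes with at least 50 reads in the higher library.

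The alternatives were CPM (counts scaled by the library total), edgeR's TMM and upper-quartile normalisation, a pseudocount of 0.1 or 5, only genes with at least 10 reads in any or in every library, rows summed by symbol, libraries thinned to 12917720 reads and, for principal components and distances, genes scaled to unit variance. For the scalings by library size, values were expressed at the mean library total so that the pseudocount kept its weight. These 10 alternatives, the designs and the gene rule were set before the data were examined. Another 2 were chosen after seeing the data, library totals without the RN18S1 row and CPM with a pseudocount of 1 CPM.

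The quantile normalisation was tested against that of limma, from which it did not differ over 22200 genes. In simulated libraries drawn from 1 shared profile, with 200 genes changed 8-fold in 1 library, 100% of the 200 were recovered past 2-fold. Of 100 random lists with no change, 3% fell outside the central 95% of their matched lists. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and limma 3.58.1. The quantitative RT-PCR samples, the immunostaining and the permeability assays were not analysed here.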

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

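The tests of explanations in this part were all chosen after the results were seen. Differences of single genes between the passages were not tested, since each passage has 1 library. Gene lists were set against matched random lists, a comparison across genes that has no replicate of a passage.

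Among the named genes, SLC15A1 and DSC2 lay on opposite sides of intestine in the 2 organoid libraries under a rule chosen after the values were seen. The rule asked for more than 3 reads in each of the 3 libraries, both differences past counting error, at least 2-fold between the passages, and the same directions with library totals, TMM and upper-quartile normalisation. CD24, DSP, F11R, HOPX, LOC112446462, NOTCH3, OCLN, PCDH8 and TAC3 also lay on opposite sides with quantile normalisation but missed at least 1 of these conditions. SLC15A1, which encodes the peptide transporter PEPT1, had 4631 reads in P5 organoids, 3211 in intestine and 106 in P10 organoids. Its log2 difference from intestine was 0.70 (standard error 0.036) in P5 organoids and -5.08 (standard error 0.12) in P10 organoids, so the passages were -5.78 apart. With library totals, TMM or upper-quartile normalisation, the gap lay between -5.92 and -5.82. DSC2 had a log2 difference from intestine of 0.90 in P5 organoids and -1.52 in P10 organoids, a gap of -2.42, which lay between -2.45 and -2.34 with these other scalings. With libraries thinned to equal totals, the smaller of the 2 gaps had a size of 2.50, but the genes were picked for their gap, so this test shows no stability. With 1 library per passage, the effect of passage cannot be told apart from variation between cultures.

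Some of the 10 lists of cell class genes also differed between the passages, a comparison on which the paper does not report. The epithelial, enteroendocrine, immune, endothelial, smooth muscle and skeletal muscle lists lay between the 13.2 and 52.4 percentiles of matched random lists. The stroma list had a median of -0.81, at the 1.01 percentile, but rested on genes with few reads. Percentiles were not adjusted for the 10 lists. The 15 enterocyte genes had a median log2 difference of -3.50 between P10 and P5 organoids, below all 10000 matched random lists, and 12 of the 15 were lower. The 7 goblet cell genes had a median of -0.92, at the 0.82 percentile, with 3 genes higher and 4 lower. The 15 proliferation genes had a median of 0.82, at the 99.92 percentile, and 14 of the 15 were higher. With libraries thinned to equal totals the medians were -3.53 for the enterocyte and 0.83 for the proliferation genes, but the totals of the 2 libraries were less than 2-fold apart and the values already normalised, so this says little about library size. Across library totals, TMM and upper-quartile normalisation, the enterocyte median was -3.34 or lower and the proliferation median 0.79 or higher. Leaving RN18S1, which differed in its share of the reads, out of the library totals gave an enterocyte median of -3.41. A pseudocount of 1 CPM, also chosen after seeing the data, brought the enterocyte median to -1.92. The goblet cell median was -0.86 with thinned libraries. A candidate biological explanation is that P10 organoids held fewer differentiated absorptive cells and more dividing cells than P5 organoids. With 1 library for each passage, the pattern cannot be told apart from variation between cultures.

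Of the genes the paper does not discuss, 5 had the largest rise from intestine to P5 organoids under the rule on named genes. C28H10orf99 was counted at 806 CPM in P5 organoids, SLC10A2 at 339 CPM, SLC6A19 at 1392 CPM, SLC13A1 at 222 CPM and UCP3 at 168 CPM, all above the floor of 0.221 CPM. In intestine these genes had 0, 0, 16, 1 and 0 reads. On the quantile scale, C28H10orf99 was at least 6261-fold higher in P5 organoids than in intestine, SLC10A2 at least 2357-fold, SLC13A1 at least 1490-fold and UCP3 at least 1135-fold. SLC6A19 had a log2 difference of 11.70 (standard error 0.41) on this scale. These folds are not bounds for other scalings. Per library total they are smaller, with 3 reads at 0.169 CPM in intestine, and so is the difference of SLC6A19, at 0.900 CPM there. The counts include reads with several alignments, and reads shared between related genes were not separated here. In P10 organoids each was lower than in P5 organoids, with log2 differences from -6.11 for SLC13A1 to -2.12 for C28H10orf99. RNA of other cells in intact intestine dilutes epithelial RNA and could add to such ratios. On the quantile scale, the largest log2 difference among the 10 epithelial genes was 6.36, against at least 10.15 for each of these 5 genes. The 5 genes were chosen as the largest of all differences, so this comparison alone does not exclude dilution. Dilution by 1 common factor would leave reads of these genes in intestine. Even at the largest ratio of the epithelial list per library total, 65.0-fold for CDX2, which had 4 reads in intestine, at least 45.8 reads would be expected for each gene. At the upper 95% limit of that ratio, 241-fold, 4 of the 5 genes were still below the expected reads by more than counting error, after allowing for the choice among 22200 genes. UCP3, with 12.4 reads expected at that limit and none counted, was not below it after this allowance. The limit rests on 4 reads of CDX2 in 1 intestine library, and the 5 genes were picked as the most extreme. The test therefore cannot decide whether 1 common factor of dilution was the only cause. Since 1 intestine library was sequenced, the pattern also cannot be told apart from variation between animals or pieces of intestine.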

How the results depend on the processing

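With each alternative that gave a value, both organoid libraries were closer to intestine than to muscle (ratios under 1), and the ratio was lower for P5 than for P10 organoids. The rank correlation with intestine cannot change with another scaling or pseudocount. With the alternatives that can change it, both filters on reads, rows summed by symbol and thinned libraries, it was higher for P5 than for P10 organoids. The ratios ranged from 0.661 to 0.841 for P5 organoids and from 0.715 to 0.888 for P10 organoids. Values were taken to have moved when they left the 95% interval of counting error, and counts of genes when they changed by more than 1.5-fold. The smaller changes of counts are given here as ranges. The number of genes at least 2-fold higher in P5 organoids than in intestine ranged from 2237 to 6549 and the number lower from 1273 to 5453. Junction rows higher than muscle ranged from 11 to 21 in P5 organoids, from 12 to 21 in P10 organoids and from 10 to 23 in intestine. The cause of the moves was not tested unless stated.

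With library totals, PC1 carried 59.2% and PC2 29.9% of the variance, and the distance ratios were 0.744 (P5) and 0.794 (P10). With TMM, PC1 carried 60.2% and PC2 29.5%, and the P10 ratio was 0.794. With TMM, 4334 genes were at least 2-fold higher in P5 organoids than in intestine and 5453 lower, and with upper-quartile normalisation 4409 and 5372, so the larger group changed from higher to lower. LGR5 was then under 2-fold. With upper-quartile normalisation, PC1 carried 60.8% and PC2 29.0%, and the P5 ratio was 0.739. With a pseudocount of 0.1, PC1 carried 55.9% and PC2 28.3%, and the ratios were 0.774 and 0.808. With a pseudocount of 5, PC1 carried 62.5%, the ratios were 0.717 and 0.764, and 0 stem cell markers were at least 2-fold lower in P5 organoids. With thinned counts, PC1 carried 60.2% and the P5 ratio was 0.743. With genes scaled to unit variance, PC1 carried 47.6% and PC2 32.6%, and the ratios were 0.841 and 0.888. With rows summed by symbol, the P10 correlation with intestine was 0.805.

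With at least 10 reads in any library, PC1 carried 60.8% and PC2 28.8%, and the correlations with intestine were 0.799 (P5) and 0.764 (P10). With at least 10 reads in every library, 11455 genes, 14 junction rows and 7 stem cell markers were left. This filter removes every gene with few reads in muscle, the 5 markers at least 2-fold higher in P5 organoids among them, so its smaller counts of junction genes and markers do not test these results. PC1 then carried 58.4% and PC2 31.1%, the ratios were 0.709 and 0.802 and the correlations 0.823 and 0.749. Of the 14 junction rows, 11 (P5), 12 (P10) and 10 (intestine) were higher than muscle. Of the stem cell markers, 0 were at least 2-fold higher and 0 at least 2-fold lower in P5 organoids. Past 2-fold were 2237 genes higher and 1273 lower in P5 organoids than in intestine, against 5851 and 4563 of all genes. The filters are applied after normalisation, so they remove a single gene or leave its value unchanged. Of the 65 named rows, 64 were left by the filter on any library and 27 by the filter on every library, and the others gave no value. The CLDN12 row with 7 reads gave none with rows summed by symbol.

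Another 2 alternatives were chosen after seeing the data. Without RN18S1 in the totals, PC1 carried 58.9% and PC2 29.9%, and the ratios were 0.751 and 0.803. With a pseudocount of 1 CPM, PC1 carried 65.7% and PC2 26.7%, the ratios were 0.661 and 0.715, and 2954 genes were at least 2-fold higher and 3347 lower in P5 organoids than in intestine.

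Comparisons of single genes with muscle reversed where libraries were scaled by totals, which raised the median of all genes against muscle by 0.98 in intestine and 1.10 in P5 organoids. With library totals the log2 differences of intestine and muscle became 1.23 for JAM2, 0.25 for NOTCH3, 1.44 for NOTCH1 and 1.08 for TJP1. Without RN18S1 they were 0.91 for JAM2, 1.12 for NOTCH1 and 0.75 for TJP1, and with 1 CPM as pseudocount 1.11 for JAM2, 0.21 for NOTCH3, 1.16 for NOTCH1 and 1.03 for TJP1. JAM2 in P5 organoids against muscle became 0.17 with library totals and 0.14 with 1 CPM as pseudocount. NOTCH2 in P10 organoids against muscle became 0.42 (library totals), 0.033 (without RN18S1) and 0.40 (1 CPM).

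LGR5 in P10 organoids against intestine was 0.028 with quantile normalisation, from 9 and 23 reads, and became -1.25 with library totals, -1.45 with TMM, -1.45 with upper-quartile normalisation and -1.30 without RN18S1. HOPX in P5 organoids against intestine became 0.030 with library totals, 0.041 without RN18S1 and 0.030 with 1 CPM as pseudocount. The stroma list in P10 against P5 organoids became 1.90 with at least 10 reads in every library, from -0.81 over genes with few reads. Of the other values, 507 of single genes and 101 of cell class lists moved without a change of direction, and 1132 and 225 stayed within counting error.

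Depth limits the genes with few reads most. In simulated libraries, 32.9% of the unchanged genes with under 10 expected reads passed 2-fold. At least 5441 of the 22200 genes had under 10 reads in each sequenced library.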

Differences from the paper's values

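Figure 4B shows JAM2 as highest in intestine and shows muscle as the lowest library for TJP1 and NOTCH1. With quantile normalisation, the log2 difference of intestine and muscle was -0.13 for JAM2, -0.038 for TJP1 and -0.13 for NOTCH1, each within counting error. With library totals these were 1.23, 1.08 and 1.44, and with TMM normalisation 0.23, 0.066 and 0.45, all in the direction of the figure. With upper-quartile normalisation they were 0.065, -0.095 and 0.29, so TJP1 did not reach it. Both alternatives chosen after seeing the values, library totals without RN18S1 and a pseudocount of 1 CPM, also gave the direction of the figure. Pseudocounts of 0.1 and 5 and thinned libraries did not.

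Figure 4B shows DLL1 lower in P5 organoids than in intestine. The log2 difference was 0.31 with quantile normalisation (standard error 0.22), within counting error. It was -0.051 with library totals, -0.22 with TMM and -0.19 with upper-quartile normalisation. Of the alternatives chosen after seeing the values, library totals without RN18S1 gave -0.040 and a pseudocount of 1 CPM -0.044. For the CLDN12 row with 7 reads in all, the figure shows P10 organoids below P5 organoids, where each library had 1 read. The log2 difference was 1.28 with quantile normalisation (standard error 1.33), within counting error. It was -0.19 with library totals, -0.20 with TMM and -0.21 with upper-quartile normalisation, and both alternatives chosen after seeing the values gave it below 0. With 1 read in each library, these counts give no direction.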

Other observations

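The tests of explanations in this part were all chosen after the results were seen. The cell class lists were written before the data were examined.

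LGR5 was 1 of the 5 markers at least 2-fold higher in P5 organoids than in intestine. The exact 95% interval of its log2 ratio per library total, from 34 and 23 reads, ran from 0.14 to 1.78, which includes 2-fold. With library totals in place of quantile normalisation its log2 difference was 0.92. Counting error and the normalisation of low counts may each account for LGR5 passing 2-fold.

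The stem cell markers of Figure 4C had a higher median against intestine in P10 than in P5 organoids, although not every marker rose. The paper drew them from the same libraries, so random lists are not an independent test. The median of the 14 markers was 1.45 above intestine, at the 99.92 percentile of matched random lists, and 9 were at least 2-fold higher. The 10 epithelial genes had a median of 2.57 in the same comparison, so dilution by other RNA in intestine could add to these rises. ASCL2 had 3832 reads in P10 organoids, a log2 difference from intestine of 4.69 (standard error 0.15). OLFM4 was 4.29 higher, SMOC2 2.77 and SOX9 2.64. Between the passages, 10 markers were higher in P10 organoids and 4 lower, 2 of these at least 2-fold: LGR5, with 9 reads in P10 organoids (log2 difference from P5 organoids -1.70), and PHLDA1 (-1.15), which was still 3.00 above intestine.

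For the genes measured by quantitative RT-PCR at a later passage (Figure 5), apart from F-actin, whose gene symbol the paper does not give, both sequenced organoid libraries had more reads than muscle. FOXA3 had no reads in muscle and 474 in P5 organoids, at least 55.0-fold higher, and ASCL2 none and 300, at least 35.8-fold higher. HNF4A was 6.64 higher in P5 organoids than in muscle on the log2 scale, SOX9 5.74 and MUC2 3.03. CHGA had no reads in muscle, 43 in P5 organoids and 95 in P10 organoids. LGR5 had 3 reads in muscle and was at least 4.97-fold higher in P5 organoids. With 9 reads in P10 organoids, the difference of LGR5 from muscle was within counting error.

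Of the genes of stained proteins, KRT19, MKI67 and CDH1 were higher in P5 organoids than in intestine, by 2.76, 3.30 and 2.57 on the log2 scale. MUC2 (log2 difference -3.03), CHGA (-5.84), SLC5A1 (-1.47) and SLC2A2 (-5.26) were lower. GPBAR1, the gene of TGR5, had 103 reads in intestine and none in either organoid library. GCG, the gene of GLP1, had 88 reads in intestine, none in P5 organoids and 5 in P10 organoids. The smallest value 3 reads can show was 0.221 CPM in P5 organoids and 0.169 CPM in P10 organoids.

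Lists of immune, stromal, endothelial and smooth muscle genes were lower in organoids than in intestine, with medians in P5 organoids of -8.79, -7.46, -4.03 and -6.77 on the log2 scale. Every gene of these 4 lists was lower in each organoid library. LOC524810, S100G, MPTX, BOLA-DRB3 and LOC112441987 had the largest fall under the rule on named genes, from between 20670 and 96348 reads in intestine to none in either organoid library. For the 4 lists, a candidate source is RNA of other cells in the intact intestine. The cells that express the 5 single genes were not examined, and their fall may also lie in epithelial cells. In that case epithelial genes would be higher in organoids, and the median of the 10 epithelial genes was 2.62 higher in P5 organoids and 2.57 in P10 organoids. Comparisons of organoids with whole intestine would then mix a change in epithelial cells with the absence of other cells. Of the lists of epithelial cell types, goblet cell genes (median -2.57 in P5 organoids), enteroendocrine genes (-5.25) and enterocyte genes (-3.17) were lower than in intestine, and proliferation genes were higher (2.50).

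Between the organoid libraries, ANPEP fell from 28104 reads at P5 to 243 at P10 and had 125 in intestine. PDLIM2 fell from 375 reads to none and TAC3 from 217 to none. LOC101902449, LOC112446462 and ANKRD34A rose from none to 99, 89 and 87 reads. No biological explanation of these single genes was tested.

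The muscle library held reads of intestinal genes. Over the 18 enterocyte, goblet and enteroendocrine genes with at least 1000 reads in intestine, muscle had 0.185% of the intestine reads. FABP1 had 373 reads in muscle and 341994 in intestine, and FABP2 245 and 117512, while CHGA had none and 3219. The largest shares were 2.32% for SI and 2.09% for SLC15A1. If reads had been exchanged between libraries in both directions, skeletal muscle genes would be counted in intestine at a similar share, but intestine had 0.0130% of their muscle reads. Genes high in P10 organoids and low in intestine had a median of 0.0101% of their P10 reads in muscle, which goes against carry-over from that library. Genes high in P5 organoids and low in intestine had a median of 0.379% of their P5 reads in muscle, with LOC100296105 at 0 of 6600, GPX2 at 0 of 9440 and EBD at 44 of 121456. The upper 95% limit for EBD, which had the most P5 reads of these genes, was 0.0486%, and 5 of the 8 genes were above it, so carry-over from the P5 library was not the only source. For carry-over from the intestine at 1 common share, 12 of the 18 genes lay outside the 95% range of counting error. SLC10A2, with no reads in intestine, had 30 in muscle and 4605 in P5 organoids. No source of these reads was established. For junction genes with 2 reads or fewer in muscle, such as CLDN2 and CLDN15, the muscle reads cannot be told apart from this background. At its highest share the same holds for junction genes with more muscle reads, such as DSC2 and OCLN.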
